# The repertoire of testicular extracellular vesicle cargoes and their involvement in inter-compartmental communication associated with spermatogenesis

**DOI:** 10.1186/s12915-022-01268-5

**Published:** 2022-03-29

**Authors:** Kathleen Hoi Kei Choy, Sze Yan Chan, William Lam, Jing Jin, Tingting Zheng, Tin Yu Samuel Law, Sidney Siubun Yu, Weiping Wang, Linxian Li, Gangcai Xie, Howard Chi Ho Yim, Hao Chen, Ellis Kin Lam Fok

**Keywords:** Spermatogenesis, Extracellular vesicles, Testis, Sperm, Male reproduction

## Abstract

**Background:**

Spermatogenesis is regulated by a complex network of intercellular communication processes. Extracellular vesicles (EVs) are one of the important mediators in intercellular communication. Previous reports have demonstrated the involvement of EVs from the epididymis and prostate in sperm maturation and function. However, the presence of EVs in the testis and their potential involvement in spermatogenesis has not been explored. Here, we have established a testis dissociation protocol that allows the isolation and characterization of testicular EVs.

**Results:**

We show that testicular EVs are specifically and efficiently taken up by somatic cells and germ cells, including the spermatozoa in the interstitial space and the seminiferous tubule compartments. We profiled the proteome of testicular EVs and probed the cell types that release them, revealing the potential contributions from the Leydig cells and testicular macrophages. Moreover, we sequenced the small RNA cargoes of testicular EVs and identified sets of small non-coding RNAs that were overlooked in the testis transcriptome. Selected miRNA candidates in testicular EVs were found in sperm RNA payload and demonstrated specific resistance towards ribonuclease A independent of the vesicle membrane. Small molecule inhibition of EV secretion perturbed spermatogenesis via inter-compartmental communication.

**Conclusions:**

Together, our study provides a valuable resource on the repertoire of cargoes carried by testicular EVs and uncovers a physiological function of testicular EVs in inter-compartmental communication associated to spermatogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01268-5.

## Background

Spermatogenesis requires precisely orchestrated cellular communication networks. This involves mechanisms that are ubiquitously used and shared in other organ systems, as well as mechanisms that are unique to the testis [1]. Autocrine and paracrine signaling is a common cell-cell communication in various systems. The testicular microenvironment contains cytokines, peptides, metabolites, hormones, and growth factors involved in stem cell homeostasis, cell differentiation, and cell survival during spermatogenesis [2–9].

Cell junction is another means involved in cell-cell communication. The blood-testis barrier formed by the tight junctions of adjacent Sertoli cells is a unique tight junction required for the compartmentalization of the seminiferous tubules. Other testis-specific cell junctions formed at the Sertoli-Sertoli interface and Sertoli-germ cell interface, also known as the basal ectoplasmic specialization (ES) and apical ES, respectively, are essential for various stages of germ cell development, the phagocytosis of cytoplasmic bodies during spermiogenesis, and the release of sperm to the lumen after the spermiogenesis [8, 10, 11].

Another unique cell-cell communication in the testis is the intracytoplasmic bridges formed in sister spermatogonia after rounds of mitosis. This unique intracellular bridge persists throughout germ cell development and is known to be functionally important [12]. A recent study has demonstrated that the intracytoplasmic bridges can exchange macromolecules such as proteins and RNAs. Besides, the fragmentation of intracytoplasmic bridges may be involved in cell fate determination of the spermatogonial stem cell population [13].

EV is an important mechanism of cell-cell communication. The EVs can be classified into three classes according to their size. The largest size of EVs, typically >1000 nm, is known as the apoptotic bodies. These apoptotic bodies are usually found by blebbing of the apoptotic cells. Microvesicles (MVs) are EVs with sizes ranging from 100 to 1000 nm. They are formed by budding and shedding of the plasma membrane. The smallest size of EVs is exosome, with sizes ranging from 50 to 100 nm. They are produced inside the cells and released via exocytosis [14]. These EVs carry various cargos, including genomic DNA, mRNA, miRNA, and proteins that can be uptake by target cells. Accumulating evidence suggests that proteins on the EVs may be associated with cell recognition and thus target a specific cell type [15]. Furthermore, the delivery of cargoes could regulate the cellular processes of the target cells [16–18], indicating that the EVs are an important and effective way of cell-cell communication.

In the male reproductive tract, EVs from the epididymis and prostate have been characterized. The epididymosomes consisted of two major classes: the CD9+ epididymosomes and ELSPBP1-enriched epididymosomes. The CD9+ epididymosomes transfer their protein cargoes to the spermatozoa and regulate sperm maturation [19]. ELSPBP1-enriched epididymosomes bind preferentially to the dead spermatozoa and quench the reactive oxygen species that may otherwise exert adverse effects on sperm maturation [20]. Besides, epididymosomes also convey RNA to spermatozoa. By comparing the small RNA transcriptome of spermatozoa before and after epididymal maturation, it was shown that the number of miRNAs remains consistent while a marked decrease in piRNA and a significant increase in tRNA fragments (tRFs) is observed after maturation [21–23].

Similar to the epididymosomes, the protein cargoes in prostasomes are also delivered to the spermatozoa and implicate in the survival and motility of sperm via calcium-dependent signaling [24]. Although the prostasome contains DNA, coding and regulatory RNAs with potential modulatory functions, evidence on the transfer of these nucleic acids to the spermatozoa remains scarce.

Surprisingly, although the testis is essential for sperm production, the presence of EVs in the testis and their involvement in spermatogenesis remain largely unknown. Of note, since spermatozoa is transcriptionally inactive, recent studies have postulated that the testicular microenvironment may convey RNA to spermatozoa through EVs [25]. However, the testicular EV is poorly characterized.

Here, we have developed a one-step testis dissociation method for the preparation of single testicular cell suspension. We have isolated and characterized the testicular EVs and showed that the testicular EVs were efficiently taken up by somatic cells and germ cells, including the sperm. We further profiled the protein and small RNA cargos of testicular EVs and probed for the cells that release the testicular EVs. Our study has provided new insights into the intercellular communication in the testis that has broad implications in spermatogenesis.

## Results

### Establishment of one-step testis dissociation method

The isolation of EVs requires the dissociation of the tissue into a single-cell suspension with minimal cell disruption in order to minimize the contamination from membranous organelles. To achieve these, we compared the widely adopted two-step double enzyme digestion protocol, which utilized collagenase and trypsin [26, 27], with a one-step protocol that utilized a non-mammalian, non-bacterial cell dissociation buffer (Additional file 1: Fig. S1A). Single testicular cell suspension can be obtained in both methods with comparable cell yield and cell viability but the one-step method required less hands-on time (Additional file 1: Fig. S1B-D). The one-step testis dissociation protocol also allows the isolation of spermatogonia by magnetic activated cell sorting against Thy1 with a significantly higher yield (Additional file 1: Fig. S1E), suggesting the cell surface antigen was better preserved. To further estimate the cell composition, we analyzed the number of chromosome copies (C) in the testicular single-cell suspension by flow cytometry. The 2C: 4C: 1C ratio in the two-step protocol was 1:2:2 compared to 1:1:8 in the one-step protocol (Additional file 1: Fig. S1F-G). Although the haploid germ cells in the testis also include the secondary spermatocyte, this population was counted 2C. Thus, the increase in 1C must be attributed to the increase in round spermatid, elongated spermatid, and/or spermatozoa. Further sorting of the 1C cells and staining with peanut agglutinin (PNA), a protein used to evaluate the acrosomal development [28], revealed similar percentage of elongated spermatids and a subtle but significant decrease in the percentage of round spermatids in the one-step protocol (Additional file 1: Fig. S1H-I). These results suggest that the one-step method preserves the haploid population, including the spermatozoa that might be lysed in the two-step method and may contribute to the organelle contamination in testicular EVs isolation.

### Testicular EVs contain microvesicles and exosomes

We then isolated the extracellular vesicles from the supernatant of the testicular single-cell suspension by differential centrifugation and commercially available membrane affinity column, two widely adopted methods for EV isolation [29]. Testicular EVs isolated from double-enzymes digestion revealed a plethora of debris surrounding the EVs (Additional file 1: Fig. S2A), suggesting potential contamination of organelles. Consistent with previous reports, differential centrifugation of supernatant from one-step testis dissociation at 10,000 and 100,000 g isolated MVs and exosomes that showed the hallmark cup-shape morphology of EVs, with an average size of 700 and 300 nm, respectively (Additional file 1: Fig. S2B-C). We have also attempted to isolate EVs from conditioned medium obtained from spermatogonia cell lines C18-4 and GC1-spg, and the Sertoli cell line TM4 (Additional file 1: Fig. S2D). Intriguingly, although the starting cell number was comparable between the cell culture (10^8^ cells) and the freshly dissociated testicular cells (10^8^ per mice), the cultured cells released a relatively lower numbers of EVs with variable sizes when examined under the electronic microscope.

In corroboration with the differential centrifugation preparation, testicular EVs isolated by membrane affinity column also revealed two distinct peaks at 600 and 100 nm with similar cup-shaped morphology (Fig. 1A, B). Testicular EVs prepared by both methods expressed EV markers CD81, CD63, and β-tubulin and showed a negligible level of Golgi marker (Fig. 1C). Notably, while the testicular EVs obtained by membrane affinity column showed negligible level of calnexin, an endoplasmic reticulum marker used as a negative control in EV preparation [30], its level was higher in testicular EVs prepared by differential centrifugation (Fig. 1C). We have further compared the EV markers profile in testicular EVs isolated by differential centrifugation of supernatant collected from the two-step double enzyme digestion protocol. The results showed that both the MVs and exosomes isolated by the two-step method expressed lower level of EV markers (Additional file 1: Fig. S2E). These results indicate the presence of exosomes and MVs in testicular EVs. Since relatively pure testicular EVs with minimal organelle contamination can be obtained by membrane affinity column isolation after one-step testis dissociation, we have adopted this protocol in subsequent characterization experiments.

**Fig. 1.**
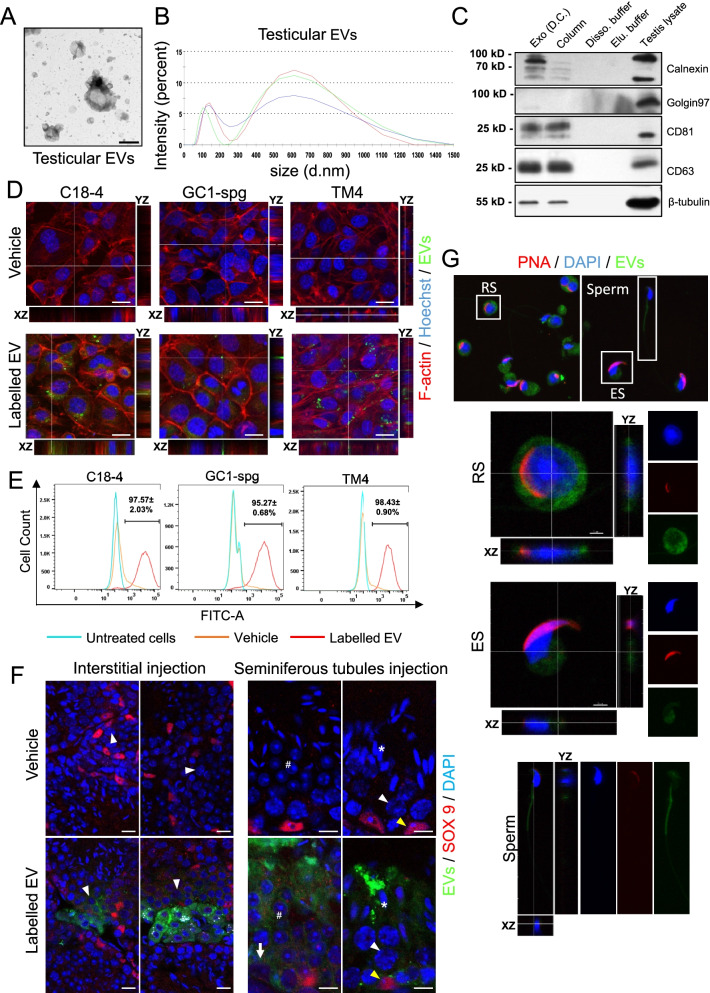
Characterization of testicular extracellular vesicles and their involvement in cell communication in the testicular microenvironment. **A** Representative transmission electron microscopy image of testicular EVs isolated from one-step testis dissociation followed by affinity columns. Scale bar: 500 nm. **B** Size distribution of testicular EVs isolated as in **A** determined by dynamic light scattering. **C** Representative Western blot analysis of EV markers CD81, CD63, and β-tubulin, Golgi marker Golgin 97 and endoplasmic reticulum marker Calnexin in testicular EVs isolated by affinity columns (column) or in exosomes (exo) isolated by differential centrifugation (D.C.). Dissociation buffer and elusion buffer were used as negative control. **D** Representative fluorescent Z-stack images of spermatogonia cell lines (C18-4 and GC1-spg) and Sertoli cell line (TM4) incubated with PKH67 labeled (green) testicular EVs for 24 h. The cells were stained for F-actin (phalloidin, red) and nucleus (Hoechst 33342, blue). Scale bar: 20 μm. **E** Representative histograms showing the percentage of C18-4, GC1-spg, and TM4 cells taken up the testicular EVs as analyzed by flow cytometry. Data is presented as mean ± S.D. **F** Representative fluorescent images showing the uptake of PKH67 labeled testicular EVs in interstitial space (left panel) (*n*=3) and in seminiferous tubules (right panel) (*n*=3). Immunohistochemical staining of Sertoli cell marker SOX9 (red) was shown. Nucleus were counterstained with DAPI (blue). Scale bar: 25 μm. Key: arrow - spermatogonia, arrowhead - spermatocytes, number sign - round spermatids, asterisk - elongated spermatids, and yellow arrowhead - Sertoli cells. **G** Representative fluorescent Z-stack images of isolated round spermatid (RS), elongated spermatid (ES), and testicular sperm incubated with PKH67 (green) labeled testicular EVs for 3h. Nucleus were stained by DAPI (blue), and the acrosomes were stained by PNA (red). Scale bar: 20 μm. Supporting data values available in Additional file 6: Table S5. Uncropped blots available in Additional file 7: Fig S8

### Uptake of testicular EVs by Sertoli cells and germ cells

EV is an effective way for cell-cell communication. We next sought to investigate the type of cells in the testis that uptake the testicular EVs. We labeled the testicular EVs with PKH fluorescence dye and examined the uptake of fluorescence signals in testicular cell lines and in the mouse testis. Our results showed that treating spermatogonia cell lines C18-4 and GC1-spg and Sertoli cell line TM4 with labeled testicular EV results in the punctated fluorescence signals inside the cells (Fig. 1D). The uptake of labeled testicular EVs in testicular cell lines increased in a time and dose-dependent manner (Additional file 1: Fig. S3). Under optimal uptake conditions, the flow cytometry analysis confirmed more than 95% of cells in each cell line was positive with PKH signals (Fig. 1E), indicating that the tested cell lines were highly efficient in taking up the testicular EVs. Interestingly, compared with the testicular EVs, these cell lines uptake fewer EVs isolated from the conditioned medium of 293 cell line (72% for 293FT-derived EVs vs 95% for testicular EVs) (Additional file 1: Fig. S4), suggesting that efficient uptake was specific to the testicular EVs.

To examine the uptake of testicular EVs in vivo, we have injected the labeled testicular EVs into the interstitial space and the seminiferous tubules. The uptake in various cell types resided in different compartments was investigated by co-staining with Sertoli cell marker SOX9 or germ cell marker TRA98. Our result showed that injection of labeled testicular EVs into the interstitial space results in marked uptake by the interstitial cells and the Leydig cells (Fig. 1F and Additional file 1: Fig. S5). Intriguingly, the fluorescence signals were also observed in the seminiferous tubules at close proximity to the meiotic spermatocytes, suggesting that the testicular EVs were permeable to the basement membrane and the blood-testis barrier and may be involved in inter-compartment communication. Similarly, when the labeled testicular EVs were injected into the seminiferous tubules, a marked uptake was observed in both the Sertoli cells and various stages of germ cells, including the spermatogonia located at the basal compartment (Fig. 1F and Additional file 1: Fig. S5). These results support the notion that the testicular EVs are permeable to the blood-testis barrier, although the possibility that the labeled EVs were uptaken and trafficked inside the Sertoli cells and then delivered to the germ cells across the blood-testis barrier cannot be excluded.

To further investigate the delivery of testicular EVs to testicular germ cells before and after spermiogenesis, we isolated round spermatids, elongated spermatids, and spermatozoa from the seminiferous tubules by mechanical dissociation and treated them with labeled testicular EVs. We observed similar efficient uptake of testicular EVs in the cytoplasm of these cells (Fig. 1G). Together, our results suggest the involvement of testicular EVs in the communication between the Sertoli cells and germ cells, including the spermatozoa.

### Proteome of testicular EVs

The protein of EVs may regulate the delivery and modulate the cellular processes in the targeted recipient cells. To profile the proteins carried inside the EVs or on the EV membrane, we examined the testicular EV proteome by liquid chromatography-mass spectrometry (LS-MS/MS). We have identified 553 proteins in two independent EV preparations (Additional file 2: Table S1). Consistent with our previous finding (Fig. 1C), despite the low abundance, EV markers CD63, CD81, and CD9 were identified in the proteomic study. We next mapped the identified proteins to the corresponding genes and carried out a gene ontology (GO) analysis. The results showed that the vesicle, extracellular membrane-bound organelle, and exosome were identified in the GO cellular component analysis (Fig. 2A), suggesting that the testicular EVs shared some degree of similarity in the protein signatures with other systems. Around 50% of the mapped proteins in the testicular EVs were known to be involved in the transport process and 24% possessed substrate-specific transmembrane transporter activity (Fig. 2B, C).

**Fig. 2.**
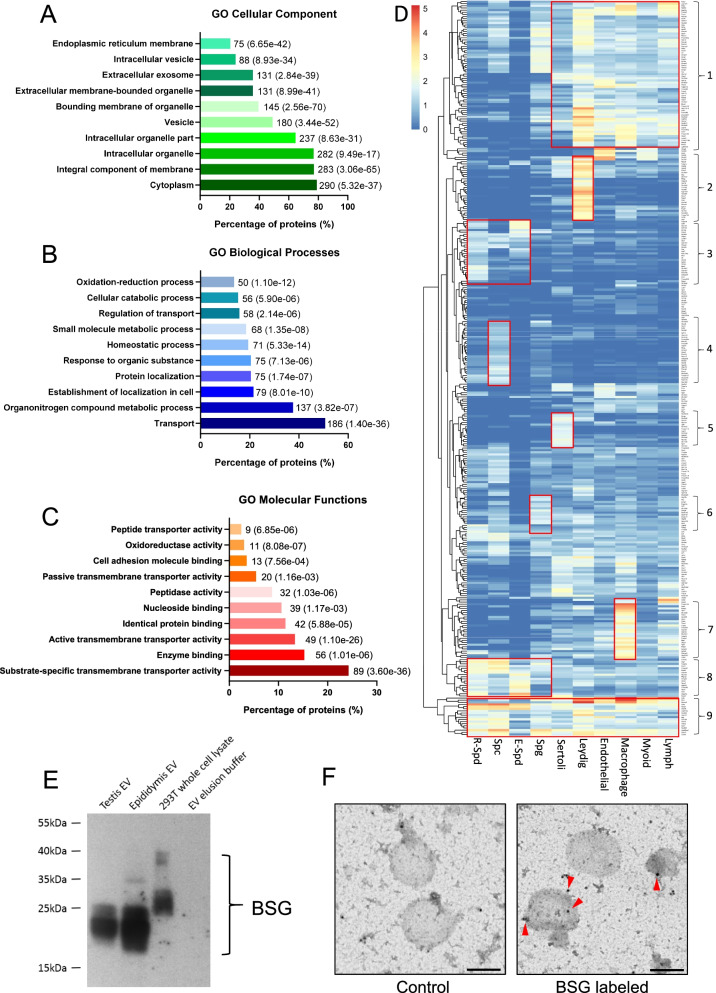
Protein signature of testicular extracellular vesicles. **A**–**C** Gene Ontology analysis on cellular component (**A**), biological process (**B**), and molecular function (**C**) of proteins identified on/in testicular EVs. The number next to the bar indicates the number of genes that fall in the category with corresponding *P* value provided in the blanket. **D** Heat map of genes encoding the proteins identified in the testicular EVs and their corresponding expression in indicated types of testicular cells according to the average expression level of each cell cluster identified by single-cell RNA sequencing analysis of adult mice testes. Cluster 1—somatic cell-enriched; Cluster 2—Leydig cell-enriched; Cluster 3—post-meiotic germ cell-enriched; Cluster 4—spermatocyte-enriched; Cluster 5—Sertoli cell-enriched; Cluster 6—Spermatogonia-enriched; Cluster 7—macrophage-enriched; Cluster 8—germ cell-enriched; Cluster 9—commonly expressed. **E** Western blot analysis of candidate protein Basigin (BSG) identified in testicular EVs. EV isolated from the epididymis was used as a control. **F** Representative immunogold staining images of BSG in testicular EVs. Gold particles are marked by arrowhead. Scale bar: 200 nm. Uncropped blots available in Additional file 7: Fig S8

We have also sought to probe for the testicular cell types that release the testicular EVs. To do this, we matched the list of identified proteins with the corresponding gene expression from the single-cell sequencing dataset [31]. We have used the average gene expression level of each cell cluster that cover the majority of expressed genes in a given cell type. We identified 9 clusters of proteins commonly or specifically expressed in various stages of germ cells and various types of somatic cells found in the testicular microenvironment (Fig. 2D and Additional file 3: Table S2), suggesting the secretion of testicular EVs by these cell types. Interestingly, a set of proteins found in the testicular EVs were enriched in the Leydig cells and macrophages (Fig. 2D). An analysis of the mouse phenotype database revealed that among the top 50 proteins with the highest number of unique mapped peptides in the testicular EVs, 11 of them showed a phenotype related to male subfertility or infertility (Additional file 1: Fig. S6), suggesting the importance of these protein cargoes in spermatogenesis. We have validated the proteomic results by Western blot and immunogold labeling of a selected candidate protein Basigin (BSG), a membrane protein/receptor involved in germ cell migration and survival that was also found in the epididymosome [2, 20, 32, 33] (Fig. 2E, F).

### RNA profiles of testicular EVs

Next, we explored the RNA species carried by the testicular EVs. The RNA was isolated by columns for small RNA after proteinase K and RNase A treatment. Bioanalyzer tracing revealed distinct peaks representing small RNA between 25 and ~200 nucleotide length (Additional file 1: Fig. S7A). 

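The small RNA of testicular EVs was sequenced in 2 libraries of 1 condition, in which the EVs were treated with proteinase K and RNase A to digest protein and RNA outside the vesicles before RNA extraction. The EVs came from the testes of C57BL/6 mice aged 8 weeks. The sources used here do not say whether the libraries came from separate animals or EV preparations, so the spread between them may be technical. According to the methods, the authors removed low-quality reads, mapped the rest to the mouse genome and to small RNA databases with Bowtie2 and cmsearch, and gave each tag to a single class in a fixed order of databases. They predicted further miRNA with miRDeep2 and further piRNA with Piano, and these entries are called predicted miRNA and predicted piRNA here. The deposited tables give a count for 27065 entries, and each entry has at least 1 count in both libraries. The listed counts sum to 21970654 in library 1 and 24829208 in library 2. The deposited TPM values are scaled to a larger total of tags, of which the listed entries hold 93.7% in library 1 and 94.9% in library 2. Levels are given here as counts per 1000000 listed counts (CPM), with the mean and SD of the 2 libraries. Intervals for shares are exact Clopper-Pearson 95% intervals and cover counting error only. With 1 condition, no test between conditions was made.

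Among 23876 entries with a mean count of at least 10, chi-square per degree of freedom was 37.8, against 1.00 in counts simulated with counting noise alone. In the same entries, 8047 were over 2-fold apart in CPM, against 611 in the simulated counts. Separate libraries with PCR copies exceed counting noise in any case, so these values give the size of the spread and not its source. The coefficient of variation between the libraries beyond counting noise, from the common dispersion of edgeR, was 50.1%. Known piRNA entries had a median log2 ratio of library 2 over library 1 of 0.38, while known miRNA entries had -0.53, predicted miRNA entries -0.56 and predicted piRNA entries -0.18. TMM scaling moved the median of all entries from 0.20 to 0.01 and that of known piRNA to 0.19, and it moved known miRNA to -0.72, predicted miRNA to -0.74 and predicted piRNA to -0.36, further from 0. The genome build of the coordinates is not given in the sources used here. At the deposited positions, 36 of 168 predicted miRNAs overlapped an exon of GENCODE M21 (GRCm38) on the same strand, against 16 and 15 after shifts of 1000 bp to either side, so annotations below are from that build.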

Since the small RNA such as miRNA and tRFs have been shown to mediate cell-cell communication and paternal epigenetic inheritance [25, 34], we profiled the small RNA in testicular EVs by small RNA sequencing (Additional file 4: Table S3). Testicular EVs mainly carry small RNA that were mapped to genomic loci that were not annotated for known RNA species (73%). These include reads in repeats, exon, intron, and intergenic regions. 

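Tags from repeats made up 27.6% ± 2.54 (SD, n = 2) of the listed counts and tags from intergenic regions 26.9% ± 0.519. Introns held 10.1% ± 0.929 and exons 9.24%. In sum, the 4 kinds of unannotated loci held 73.8% ± 0.632, with 73.4% (95% interval 73.38 to 73.41) in library 1 and 74.3% (74.27 to 74.31) in library 2. The repeat share was higher in library 2, at 29.4% against 25.8%, and the exon share was higher in library 1, at 10.3% against 8.18%. These differences exceed counting error, and 2 libraries do not show whether they recur. Each kind is a single entry of the deposited tables, so the repeats, genes or positions behind these tags were not analysed here.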

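After the unannotated loci, known piRNA was the most abundant class in both libraries, followed by miRNA and rRNA. The rRNA share was 3.55% ± 0.901 (SD, n = 2). Within rRNA, the eukaryotic small subunit had 19217 ± 6327 CPM, 5.8S rRNA 9680 ± 1264 CPM and the eukaryotic large subunit 2531 ± 162 CPM. The tRNA share was 0.542% ± 0.161, nearly all of it in the general tRNA entry at 5416 ± 1605 CPM. Rfam sncRNA held 0.518% ± 0.115, snoRNA 0.106% ± 0.0264 and snRNA 0.0250% ± 0.00302. Among Rfam sncRNA of animal origin, Y RNA, a noncoding RNA bound by the Ro60 protein, had 1081 CPM in library 1 and 322 CPM in library 2. An entry that MALAT1-associated small cytoplasmic RNA shares with MEN beta RNA had 330 ± 58.0 CPM, and 7SK, which holds the elongation factor P-TEFb inactive, had 157 ± 6.92 CPM. Among snoRNA, U3, which guides early cuts of the rRNA precursor, had 406 CPM in library 1 and 118 CPM in library 2, and SNORD43 had 164 ± 7.14 CPM. Of the snRNA, U6 had 104 ± 16.1 CPM, U2 81.8 ± 29.2 CPM and U1 49.3 ± 11.8 CPM, with U2 above U6 in library 2. In sum, the annotated classes held 26.2% ± 0.632 of the listed counts.

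**Figure D1:**
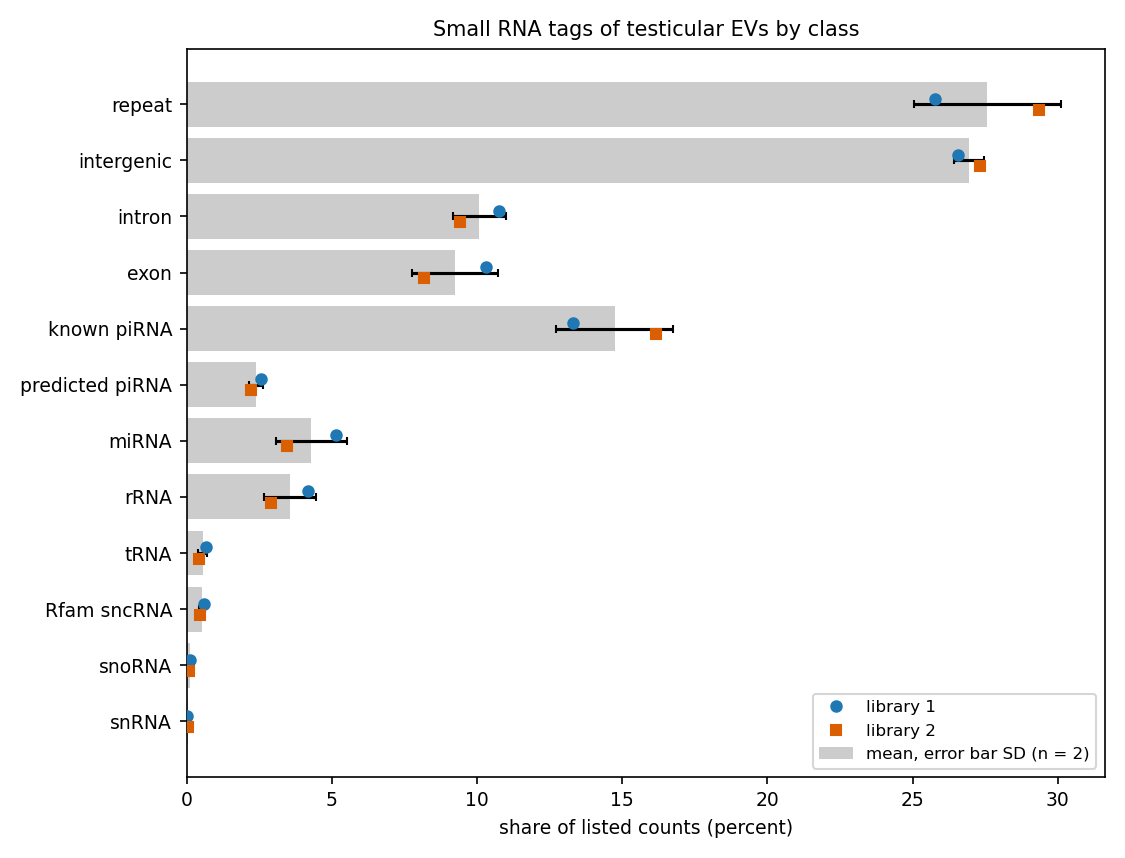
Share of the listed counts (percent, x axis) in each class of small RNA (y axis) in testicular EVs. Grey bars are means of the 2 libraries with the SD as error bar, circles are library 1 and squares library 2, and repeats and intergenic regions stand highest at 27.6% and 26.9%.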

The seven RNA subtypes, miRNA, piRNA, rRNA, tRNA, sncRNA, snoRNA, and Rfam sncRNA contributed to the remaining 24% of the total mapped read (Fig. 3A). The piRNA (17%) and miRNA (4%) represent the dominant RNA subtypes among them. 

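The piRNA share was 17.1% ± 1.78 (SD, n = 2) and the miRNA share 4.29% ± 1.21. Library 1 held 15.9% piRNA (95% interval 15.85 to 15.88) and 5.15% miRNA (5.14 to 5.16), and library 2 held 18.4% piRNA (18.37 to 18.40) and 3.44% miRNA (3.43 to 3.444). Known piRNA made up 14.7% ± 2.01 in 19426 entries, led by mmu_piR_010684 at 2539 ± 38.9 CPM and mmu_piR_000768 at 1291 ± 137 CPM. Next by mean CPM came mmu_piR_020885 at 860 ± 246 CPM, mmu_piR_037640 at 808 ± 93.3 CPM and mmu_piR_035757 at 735 ± 124.1 CPM. The miRNA tags were split into mature (1.47% ± 0.314), hairpin (1.23% ± 0.311), precursor (0.181% ± 0.0800) and predicted (1.42% ± 0.506) entries. The miRNA share exceeded the rRNA share 1.20 ± 0.0354 times, and without Mir1, a single predicted miRNA, this ratio was 0.887 ± 0.00271.

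The known miRNA with the highest mean level was miR-470-5p, of a testis-expressed cluster on the X chromosome, at 3462 ± 876 CPM, followed by let-7c-5p at 3197 ± 445 CPM. In library 2, let-7c-5p was higher, at 2882 against 2842 CPM. Among the 10 highest were also miR-181a-5p at 992 ± 249.7 CPM, let-7g-5p at 813 ± 149 CPM, let-7a-5p at 680 ± 170 CPM and miR-378a-3p at 553 ± 114 CPM. Of 13 groups of miRNA listed before the data were examined, the let-7 family, which is abundant in differentiated cells, was the highest at 7763 ± 1610 CPM, or 27.1% ± 1.06 of known miRNA counts. Of its 11 members, 10 had at least 10 counts in both libraries. The exception, let-7k, had 16458 counts in library 1 and 1 in library 2. The 17 members of the X-linked testis cluster passed this minimum, miR-465a by an entry shared with other members and not by its own entry miR-465a-5p (6 and 62 counts), with 5126 ± 1194 CPM in sum and miR-465a-3p, miR-465b-3p and miR-465c-3p sharing an entry at 661 ± 98.6 CPM. The family of miR-34 and miR-449 had 2859 ± 534 CPM in sum, most of it from miR-34a-5p at 1887 ± 556 CPM. In the same family, miR-449a-5p had 547 ± 135 CPM. Of the 6 members of the family, 4 passed the minimum. In this family, miR-34c-3p had 3469 counts in library 1 and 10341 in library 2, and the other arm, miR-34c-5p, had 638 and 192. The first rows of Table S3 had been seen when the groups were listed.

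**Figure D2:**
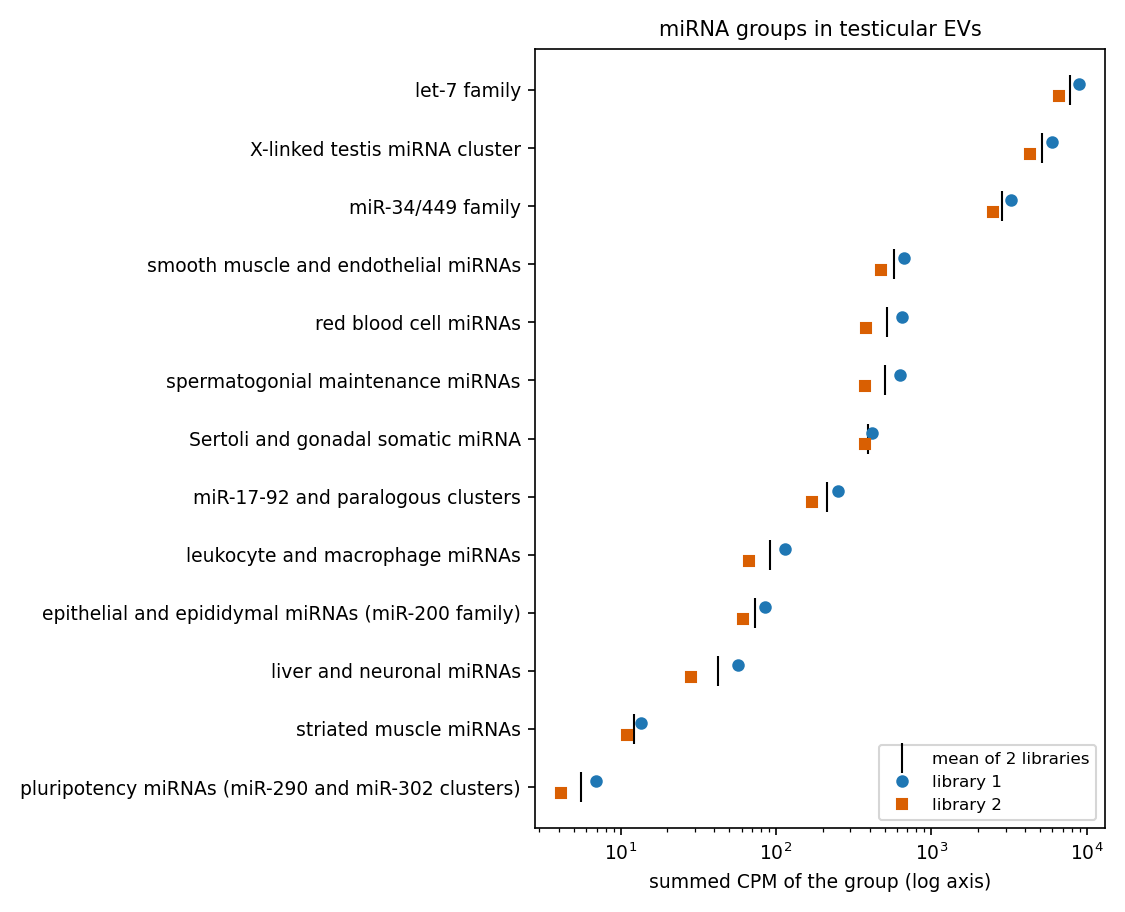
Summed CPM (x axis, log scale) of 13 groups of known miRNA (y axis) in testicular EVs. Circles are library 1, squares library 2 and vertical ticks their mean, and the groups span from 5.53 CPM for pluripotency miRNAs to 7763 CPM for the let-7 family.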

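In testicular EVs, 168 predicted miRNAs and 6588 predicted piRNAs were listed, each with at least 10 counts in both libraries. At a minimum of 100 counts in both libraries, 48 predicted miRNAs and 658 predicted piRNAs remained. Predicted piRNA made up 2.39% ± 0.233 (SD, n = 2) of the listed counts. Each predicted piRNA is named by a repeat, and Piano predicts piRNA from matches to transposons, so their place in repeats follows from the method. In the 6587 with a deposited interval, which leaves out an ERVL-MaLR entry on an unlocalized sequence of chromosome 4, endogenous retroviruses of the ERVL-MaLR class held 36.6% ± 0.331 of predicted piRNA counts, LINE/L1 elements 22.6% ± 1.41 and ERVK elements 17.9% ± 1.00. These 6587 came from 1648 repeat loci, and the 10 highest loci by mean CPM held 29.6% of predicted piRNA counts in library 1 and 28.7% in library 2. The highest of these loci is an ERVL-MaLR repeat outside annotated genes on chromosome 10, from 42856810 to 42856927 on the minus strand, with 78 predicted piRNAs and 1646 ± 236 CPM. An L1 repeat outside genes on chromosome 2, from 90394491 to 90395211, had 1101 ± 462 CPM, and an ERVL-MaLR repeat outside genes on chromosome 10, from 67563406 to 67563717, had 913 ± 330 CPM. Also on chromosome 10, an ERVL-MaLR repeat from 76686031 to 76686423 lies on an exon of the lincRNA Gm35608 and had 850 ± 73.3 CPM, and an L1 repeat from 90342668 to 90342858 lies in an intron of Anks1b and had 572 ± 312 CPM. Among single predicted piRNAs, in order of mean CPM, novel_pir38661 had 4854 counts in library 1 and 16971 in library 2, and novel_pir6367 had 13593 and 6314. The next were novel_pir10629 at 365 ± 137 CPM, novel_pir4156 at 304 ± 52.9 CPM and novel_pir10630 at 281 ± 132.7 CPM.

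Of the 168 predicted miRNAs, 36 lie on an exon or UTR of a gene on the same strand and 27 in an intron on the same strand. Of the rest, 37 lie on the opposite strand of a gene and 68 outside genes. Some of the 36 overlap annotated small RNA genes, such as novel_mir1335 (Snora30), novel_mir716 (Scarna13) and novel_mir247 (Mir331). After Mir1, the highest in both libraries was novel_mir2 on chromosome 10, from 91181413 to 91181483 outside genes, with 452 ± 209 CPM. Next by mean CPM came novel_mir4 on chromosome 15, from 59284253 to 59284304 in an intron of the lincRNA Gm36617, with 11250 counts in library 1 and 3859 in library 2. The entry novel_mir1696 on chromosome 17, from 27313559 to 27313617, had 210 ± 29.0 CPM. The entry novel_mir92 on chromosome 11, from 100473084 to 100473137, had 328 CPM in library 1 and 75.2 CPM in library 2. Of the predicted miRNAs, 49 lie within 10 kb of a predicted piRNA locus on the same strand, novel_mir4 and novel_mir1696 among them. Positions are as deposited.

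**Figure D3:**
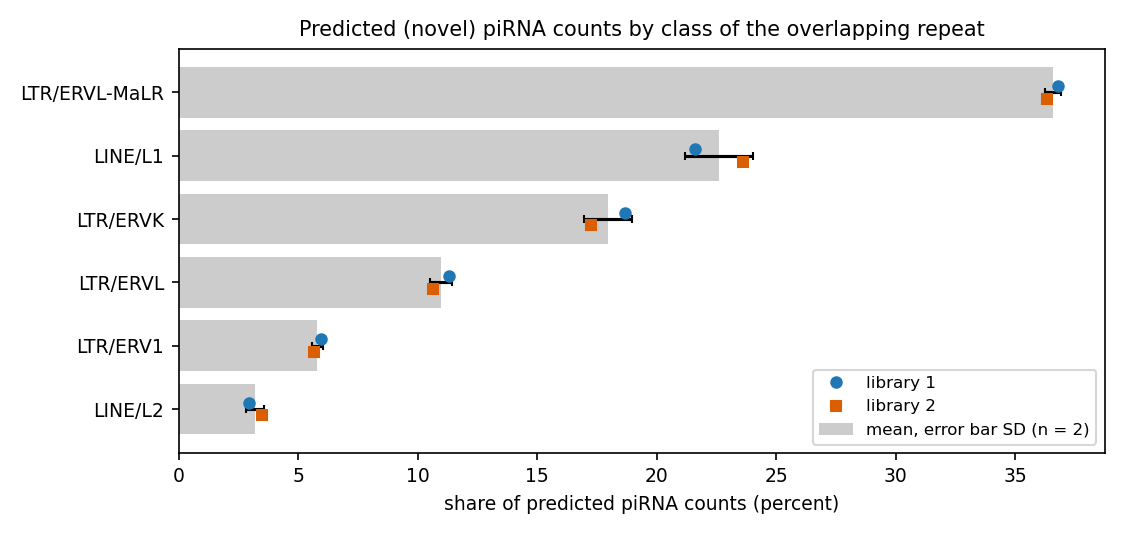
Share of predicted piRNA counts (percent, x axis) by class of the repeat they overlap (y axis), for the 6 highest classes. Grey bars are means of the 2 libraries with the SD as error bar, circles are library 1 and squares library 2, from 36.6% for ERVL-MaLR to 3.19% for LINE/L2.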

Importantly, we have identified sets of novel piRNA and miRNA in the testicular EV samples. These piRNAs and miRNAs may have been overlooked in previous testis transcriptome studies [35, 36], likely because of the low abundance of testicular EV RNA in the total testis RNA.

**Fig. 3.**
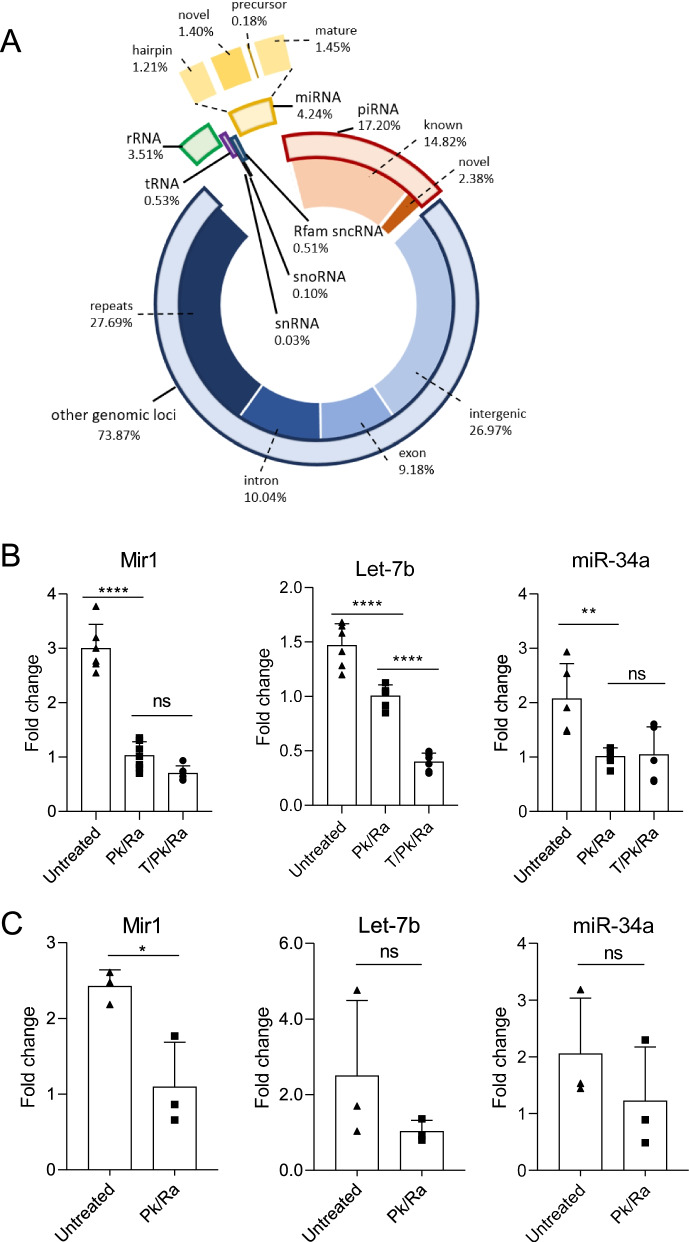
Testicular extracellular vesicles carry miRNA cargoes with differential resistance to RNase in native structure. **A** Diagram showing the distribution of different small RNA species identified in testicular EVs by RNA sequencing and their corresponding percentage counts. Solid bar represents the subclass. Real-time PCR results showing the level of novel Mir1, Let-7b (mature miRNA), and miR-34a (hairpin) in **B** testicular EV samples (*n*=6) and **C** sperm (*n*=3) without treatment (untreated), with proteinase K and RNase A treatment (Pk/Ra) or with Pk/Ra treatment in the presence of 1% TritonX-100 (T). Data is presented as mean ± S.D. **P <0.01, ****P<0.0001, ns—not significant. Supporting data values available in Additional file 6: Table S5

Unexpectedly, apart from the rRNA and sncRNA that were mapped to the mouse genome, around 10% of rRNA (0.37% of all tags) and 60% of sncRNA (0.3% of all tags) were classified as bacterial rRNA (both large and small subunits) and transfer-messenger RNA (tmRNA) (Additional file 1: Fig. S7B-C), a bacterial RNA molecule with dual tRNA-like and messenger RNA-like properties. This result is consistent with the recent identification of testicular bacteriome in the human testis [37] and the discovery that rRNA and tRNA are released as the dominant RNA species in the bacterial membrane vesicles [38]. Together, these findings suggest the presence of microbial-released vesicles in the testicular EVs.

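Bacterial rRNA made up 10.9% ± 0.610 (SD, n = 2) of rRNA counts, with 11.3% (95% interval 11.3 to 11.4) in library 1 and 10.5% (10.4 to 10.5) in library 2. This was 0.389% ± 0.120 of all listed counts. A 23S rRNA pseudoknot entry, which is not in this sum, had 115 ± 38.2 CPM. Also outside this sum, archaeal large subunit rRNA had 36.6 ± 10.4 CPM and archaeal small subunit rRNA 21.3 ± 13.5 CPM. Microsporidia small subunit rRNA had 3.64 ± 2.13 CPM. Whether tags were given to entries of the right organism was not tested here, so bacterial is the label of the entry. The bacterial small subunit had 2081 ± 752 CPM and the bacterial large subunit 1814 ± 447 CPM. Entries of tmRNA, which frees stalled bacterial ribosomes, made up 71.0% ± 6.57 of Rfam sncRNA counts, with 66.3% (66.1 to 66.6) in library 1 and 75.6% (75.4 to 75.9) in library 2. They were 0.364% ± 0.0473 of all listed counts. The general tmRNA entry had 3113 ± 359 CPM, and alone it made up 60.8% of Rfam sncRNA. The Betaproteobacteria tmRNA had 466 ± 86.2 CPM, the Alphaproteobacteria tmRNA 30.4 ± 15.2 CPM and the Cyanobacteria tmRNA 30.3 ± 12.0 CPM. The 2 bacterial rRNA and 4 tmRNA entries had a higher CPM in library 1, with log2 ratios of library 2 over library 1 from -1.07 to -0.24. This direction was not particular to them. The eukaryotic small subunit rRNA had -0.68, the eukaryotic large subunit -0.13 and the general tRNA entry -0.61. In the other direction, 7SK had 0.09 and known piRNA entries a median of 0.38. Other bacterial entries went both ways, such as the Mycobacterium sRNA Ms_IGR-2 with 316 counts in library 1 and 962 in library 2, and rydB RNA with 1439 and 274. No library without EVs was analysed here, so these levels have no blank beside them. From the bacterial rRNA and tmRNA, together with reports of bacteria in the human testis and of RNA in bacterial membrane vesicles, the paper proposes that vesicles released by microbes are present among the testicular EVs.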

### RNase resistance of testicular EV miRNA cargos

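Mir1, listed as novel_mir1, had the highest level of all miRNA entries in both libraries, at 11428 ± 4024 CPM (SD, n = 2), from 313589 counts in library 1 and 213091 in library 2. It held 80.6% ± 0.399 of predicted miRNA counts and 26.3% ± 1.94 of all miRNA counts. Its count was 26.0 ± 3.09 times that of novel_mir2, the next predicted miRNA, and 3.24 ± 0.368 times that of the highest known miRNA of each library. The precursor of 87 nt given in Table S4 reads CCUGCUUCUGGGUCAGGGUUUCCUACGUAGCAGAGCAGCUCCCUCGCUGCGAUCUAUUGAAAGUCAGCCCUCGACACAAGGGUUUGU. The deposited position is on the minus strand of chromosome 9, from 118674953 to 118675039 counted from 1. There it lies in an intron of Itga9, which encodes integrin alpha 9 and is transcribed from the opposite strand, between 118606690 and 118901003 of GRCm38. None of 141767 GENCODE M21 transcripts shares 20 nt in a row with the precursor on either strand. The deposited position lies in no exon, so no match could come from there. Whether these transcripts hold complete rRNA was not checked, so the search does not bear on rRNA. The sequence was not compared with the genome or with an rRNA reference here, so other copies were not counted and a match to rRNA was not excluded. From general knowledge, not checked against a reference here, the end of the precursor resembles the end of mammalian large subunit rRNA. Whether the Mir1 counts are of a miRNA therefore stays open.

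**Figure D4:**
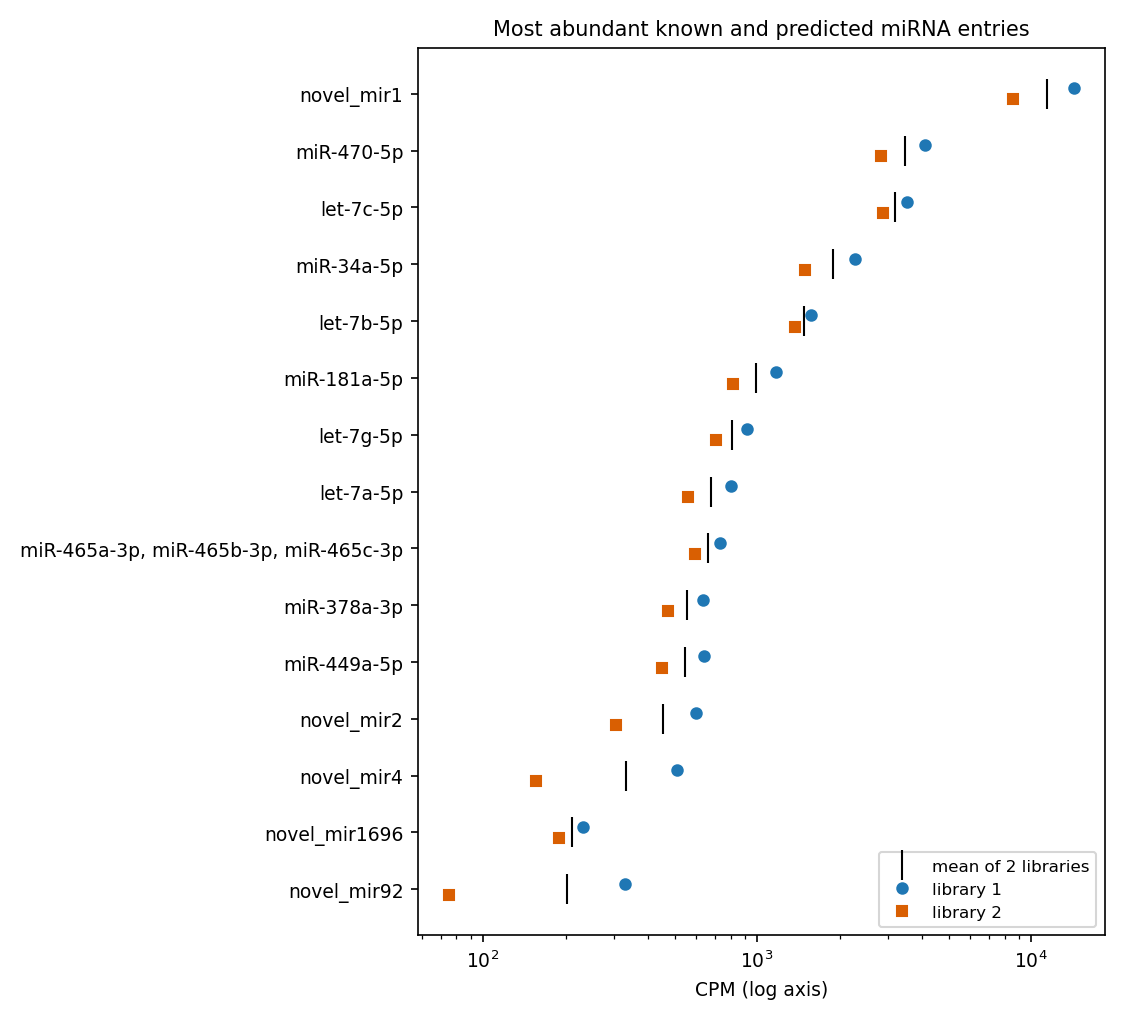
CPM (x axis, log scale) of the 10 highest known and 5 highest predicted miRNA entries (y axis) in testicular EVs. Circles are library 1, squares library 2 and vertical ticks their mean, and Mir1 stands highest at 11428 CPM.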

We then sought to validate the most abundant novel miRNA, Mir1, together with two well-studied miRNAs, miR34a (hairpin), and let-7b (mature). 

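By sequencing, miR-34a-5p, listed among the hairpin entries, had 2280 CPM in library 1 and 1494 CPM in library 2, a mean of 1887 ± 556 CPM (SD, n = 2). It ranked 4 among all miRNA entries by mean CPM. The mature entry let-7b-5p had 1577 and 1378 CPM, a mean of 1477 ± 140 CPM, and ranked 5. Their log2 ratios of library 2 over library 1 were -0.61 and -0.19, against -0.73 for Mir1. The Mir1 count was 9.05 times that of let-7b-5p in library 1 and 6.23 times in library 2, and 6.26 and 5.74 times that of miR-34a-5p. Both libraries came from EVs treated with proteinase K and RNase A, and no untreated library was analysed here.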

All three miRNAs were identified in testicular EV samples treated with proteinase K and RNase A, suggesting that they were carried inside the EVs and being protected by the EV membrane. The presence of these miRNAs in testicular EVs were also confirmed in the MVs and exosomes isolated from two-step method (Additional file 1: Fig. S7D). Intriguingly, the addition of 1% Triton X-100, which dissolved the EV membrane, together with proteinase K and RNase A treatment significantly reduced the level of let-7b, but not that of Mir1 and miR34a (Fig. 3B), suggesting that these miRNAs possess differential resistance towards RNase A that was not attributed to the EV membrane.

In corroboration with this observation, while RNase A treatment significantly reduced the amount of RNA extracted due to the removal of extracellular cell-free RNA, the presence of Triton X-100 did not further reduce the RNA quantity in testicular EVs (Additional file 1: Fig. S7E), suggesting that the miRNA carried by testicular EVs is resistant to RNase A treatment. Of note, the RNase resistance requires the native RNA structure as alkaline hydrolysis or RNase A treatment after RNA extraction sensitized the candidate miRNAs to RNase A (Additional file 1: Fig. S7F-G), suggesting that the miRNAs in testicular EVs possess specific resistance towards RNases in their native structures. These miRNAs were also carried by spermatozoa (Fig. 3C), suggesting the contribution of testicular EVs to the sperm RNA payload.

### Involvement of testicular EVs in spermatogenesis

Finally, we sought to investigate the involvement of testicular EVs in the development of germ cells. To achieve this, we injected GW4689, a small molecule that inhibits the release of EVs [39], into either the interstitial space or the seminiferous tubules via efferent duct injection. We performed the experiment with two-time points: a single injection followed by a 48-h incubation (T1D2); and three injections (once every 2 days) and a total of 7-day incubation (T3D7). The T3D7 protocol was not feasible for the seminiferous tubule injection. Our results showed that a single injection with a 48-h incubation has no effect on the morphology and germ cell composition as compared to the vehicle control, regardless of the injection sites (Fig. 4A, B). Of note, a repetitive injection in the interstitial space and a longer incubation of 7 days led to a significant increase in the number of seminiferous tubules that showed signs of apoptosis. Intriguingly, apoptosis of Leydig cells and other interstitial cells located at the injection compartment was not observed (Fig. 4A, B). The apoptotic cells were observed across various stages of the seminiferous cycles (Fig. 4C). The decrease in the number of EVs was observed 7 days after repeated injection of GW4689 in the interstitial space (T3D7) (Fig. 4D). Moreover, a significant decrease in the level of CD63 and CD81 was observed in the isolated testicular EVs (Fig. 4E), confirming the effect of repeat injection of GW4689 in inhibiting the exosome secretion. These results suggest that the testicular EVs, at least those in the interstitial space, were involved in normal germ cell development, likely via an inter-compartment communication.

**Fig. 4.**
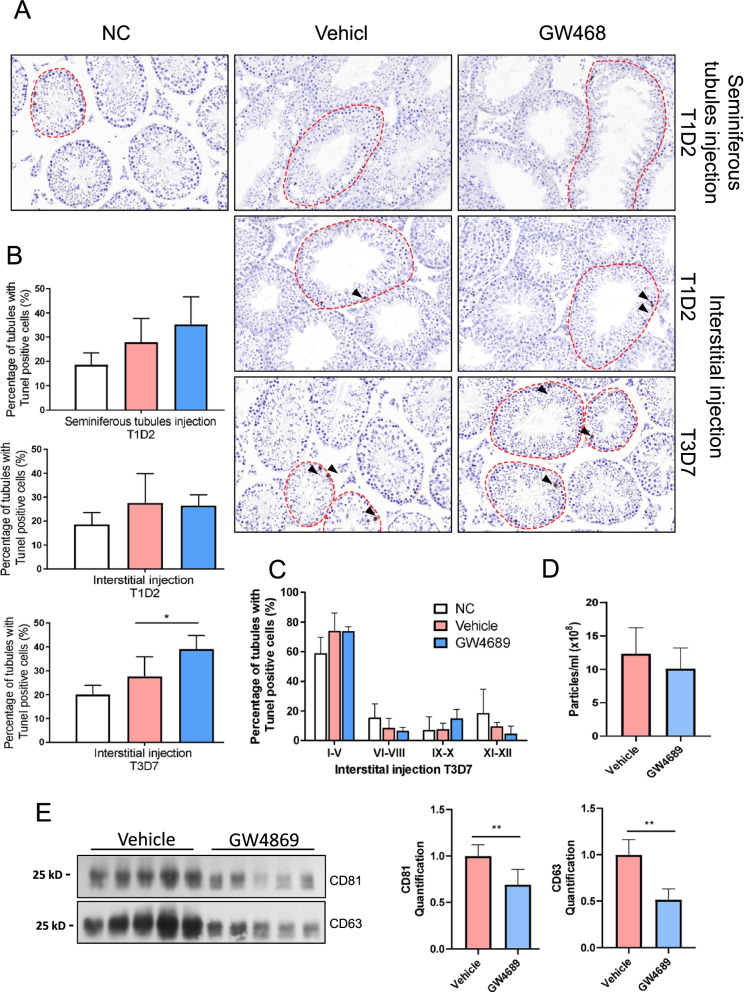
Inhibition of testicular extracellular vesicles elevated apoptosis of germ cells in mice. **A** Representative images of TUNEL assay performed on testes sections treated with GW4869 or vehicle (DMSO) in the seminiferous tubule compartment (upper panel) or interstitium compartment (bottom panels). Single injection (T1) or repeated injections (T3) were performed, and samples were collected 2 days (D2) (*n*=3) or 7 days (D7) (*n*=5) after injection. Arrowheads indicate TUNEL-positive cells, and the dashed lines indicate tubules with TUNEL-positive cells. **B** Quantification from these images is shown. **C** Analysis of proportion of seminiferous tubules with TUNEL-positive cells in different stages of seminiferous tubules. **D** Concentration of testicular EVs isolated from mice treated with GW4869 or vehicle (DMSO) measured by nanoparticle tracking analysis (T3D7). **E** Representative Western blot analysis of EV markers CD63 and CD 81 in equal number of testicular EVs from GW4869 or vehicle (DMSO)-treated mice (T3D7). Quantifications are shown in the bottom panel. Data is presented as mean ± S.D. *P <0.05. Supporting data values available in Additional file 6: Table S5. Uncropped blots available in Additional file 7: Fig S8

## Discussion

In this study, we have established a one-step tissue dissociation protocol that facilitated the isolation of testicular EVs with limited organelle contamination. Our protocol has omitted the use of trypsin which may disrupt the haploid germ cells/spermatozoa, leading to the release of intracellular membranous content that interferes with the characterization of EVs. Therefore, the proteomic and RNA-sequencing data presented here may represent a comprehensive profile of proteins and small RNAs with a low background interference. Our tissue dissociation protocol also preserves cell surface antigen which allows the isolation of a specific cell type for the primary culture or for antibody-based characterization.

The present study is the first report on the characterization of testicular EVs. We showed that the testis microenvironment consists of microvesicles and exosomes which can be taken up by the somatic cells and germ cells in both the interstitial space and the seminiferous tubules, suggesting that the communication between these cells may involve EVs. Interestingly, our proteomic data reveals two clusters of genes enriched in the Leydig cells and the macrophages, the cells in the interstitial space that uptake the testicular EVs. We postulate that the EVs secreted by the Leydig cells and the macrophages may act locally within the testis and modulate spermatogenesis in the seminiferous tubules. This is further supported by the effects of GW4869 injected into the interstitial space in triggering an increase in the number of apoptotic cells in the seminiferous tubules. Unfortunately, a repetitive injection in the seminiferous tubules was not feasible, and therefore, the effects of testicular EVs within the seminiferous tubules cannot be investigated in the current study.

Besides, our result showed the presence of a non-negligible amount of microbial EVs and their RNA cargoes in the testicular microenvironment. While the function of the bacterial rRNA and tmRNA in testicular microbial EVs remain elusive, accumulating evidence has suggested a microbe-host communication where the small RNA in microbial EVs is internalized by the host cells and regulate cytokine production, signaling pathways, and miRNA-like translational regulation [40, 41]. In fact, microbial RNA is present in sperm RNA and has been postulated to reflect the diversity of the associated bacteriome [42]. These previous results and our findings collectively support the hypothesis that the sperm can internalize microbial EVs and carry the small RNA cargoes within. The involvement of these microbial EV small RNAs in the regulation of spermatogenesis and in the epigenetic inheritance of microbiome warrant future investigation.

Our proteomic study revealed a plethora of proteins in the testicular EVs that have been implicated in male fertility, suggesting that the communication mediated by testicular EVs is required for spermatogenesis. Indeed, mouse genome informatic databases show that chemically induced mutation in the *Smpd3* gene, which encodes for an enzyme required for EV release, reduced fertility [43]. Also, gene knockout of Smpd3 shows delayed testis development and perturbs spermatogenesis at secondary spermatocytes [44]. These results support an important role of testicular EVs in spermatogenesis. Surprisingly, although the Sertoli cell line and spermatogonial cell lines are capable of taking up the EVs, these cells did not release a measurable quantity of EVs in the culture condition tested. It is known that the efficiency of in vitro spermatogenesis is low. It is plausible that the absence of EV-mediated cell communication underlies the poor differentiation efficiency of germ cells in vitro.

Our results showed that testicular cells, including spermatogonia, Sertoli cells, and spermatozoa, are highly efficient in taking up testicular EVs but not EVs released by other somatic cells. This suggests the involvement of a specific targeting mechanism apart from the direct fusion of the membrane [23]. Notably, around 10% of the proteins identified in the testicular EVs are involved in protein binding, suggesting a potential receptor-mediated uptake. Interestingly, our results also showed that testicular spermatozoa are highly efficient in taking up the testicular EVs which may be a route to convey RNA into the transcriptionally inert spermatozoa.

EVs are known to carry RNA cargoes that are protected from RNase by the lipid membrane. As expected, the candidate miRNAs in the testicular EVs were protected from RNase A. A portion of the miRNAs demonstrated another level of RNase resistance that requires a native conformation independent of RNA-binding proteins. This could be attributed to a unique vesicle membrane architecture that is more resistant to detergent treatment and thus the incomplete digestion of the membrane or an undefined RNA protection mechanism. The physiological significance of this potential RNase resistance warrants further investigation. Since the testicular EVs can deliver the cargoes to the spermatozoa, we postulate that such stable miRNAs may be inheritable via the sperm epigenome and mediates paternal inheritance. Further, the mechanistic study on the RNase resistance of miRNAs may shed light on the synthesis of stable RNA molecules for gene therapy and genetic engineering.

### Limitations of the study

While this study is the first to report the involvement of the extracellular vesicles in spermatogenesis in vivo, there are a number of caveats that warrant further investigation and the current results should be interpreted with caution.

First, the injection of GW4689 in the interstitial compartment results in the global inhibition of exosome secretion without targeting a specific population of exosomes or a specific cell type that releases them. Therefore, the donor and the recipient of the exosome-mediated intercellular communication remain undefined. Besides, since the cell body of Sertoli cells encompasses both the basal and adluminal compartment, the possibility of GW4689 injected in the interstitial space to reach the Sertoli cells and exert the effects in the seminiferous tubules cannot be excluded.

Secondly, while we observed the decrease in EV markers CD63 and CD81 after GW4689 treatment, the proteomic characterization of testicular EVs revealed a unique protein signature where these EV markers represent a small population of unique mapped peptides. In this case, the effect of GW4698 on the release of testicular EVs may have been overestimated, and the absence of effect after GW4689 treatment in the seminiferous tubule injection model should not be over-interpreted.

Lastly and importantly, the increase in the percentage of seminiferous tubules with signs of apoptosis after repeated GW4689 treatment (T3D7) in the interstitial compartment suggested a perturbation in spermatogenesis. Nonetheless, since apoptosis is a physiological event during spermatogenesis, particularly during meiosis, the observed effect could be attributed to an increase in apoptosis of germ cells or an arrest in a specific stage of the seminiferous tubules where physiological apoptosis is more readily observed. Further investigation is required to characterize the effect of inhibiting exosome secretion on spermatogenesis.

## Conclusions

Taken together, our study has successfully isolated the testicular EVs and characterized the protein and small RNA cargoes, providing valuable resources for future studies. We have further demonstrated its potential involvement in testicular cell communication and revealed a unique protection mechanism of the small RNA cargoes from RNases degradation, which may be involved in spermatogenesis.

## Methods

### Animals

All animal experiments were approved by the Animal Research Ethics Committee of the Chinese University of Hong Kong (20-081-ECS). Eight-week-old male C57BL/6 mice were purchased from the laboratory animal service center (LASEC) of the Chinese University of Hong Kong.

### Testis dissociation

The mice were sacrificed by cervical dislocation. For the one-step method, seminiferous tubules were suspended in the Accumax Cell Aggregate Dissociation Medium (20mg/ml) (Invitrogen; 00-4666-56) and incubated on a rocking platform at room temperature for 1 h. The dispersed cells were filtered through a 40-um-cell strainer (Corning; 352340) to a 50-ml falcon tube and washed with PBS. Filtered cells were pelleted at 300g for 5 min, and the EV-containing supernatant was further filtered through using a 0.8-um syringe filter (Millipore; SLAA033SB).

The two-step double-enzyme digest method was performed as described [26], and seminiferous tubules were suspended in PBS containing collagenase (1 mg/ml) (Sigma-Aldrich) and incubated at 37°C for 10 min. The cells were washed once with PBS and further incubated in Trypsin (0.25%) (Gibco) and Dnase I (5mg/ml) (Sigma-Aldrich) at 37°C for 10 min. Ten percent of FBS were added to inactivate the trypsin upon single-cell suspension, and the dispersed cells were washed with PBS and Dnase I before filtered through using a 40-um cell strainer. Filtered cells were pelleted at 300g for 5 min, and all EV-containing supernatants were collected and filtered through using a 0.8-um syringe filter.

### Isolation of EVs

For the affinity column method, EV was isolated using exoEasy Maxi Kit (Qiagen, 76064) according to the manufacturer’s instructions and further concentrated by Ultracentrifugation (Hitachi CS-150GXII Micro UITRAcentrifuge), performed at 100,000g for 90 min at 4°C.

For the differential centrifugation method, MVs were isolated by centrifugation, at 10,000g for 30 min at 4°C using Beckman Avanti J-E Centrifuge. Exosomes were then isolated by centrifugation at 100,000g for 90 min at 4°C using Beckman Coulter Optima XPN-100 ultracentrifuge.

### Transmission electron microscope

Morphology of testicular EVs was observed using a transmission electron microscope. EVs from two testes were resuspended in 20 μl PBS and fixed with 2% paraformaldehyde until use. Ten microliters of EVs were added onto the formvar grid (200 mesh) for 30–60 min, and excess fluid was removed with filter paper. EVs were fixed with 1% glutaraldehyde for 10 min, followed by negative staining with 2% uranyl acetate for 2 min, and images were captured using a Hitachi H-7700 transmission electron microscope.

For immunogold labeling, fixed EVs were applied to the formvar grids (200 mesh), after washing with PBS/50mM glycine to quench-free aldehyde groups for 3 min for a total of four washes, grids were blocked with PBS/5% BSA for 1 h, followed by primary antibody to Basigin (Abcam; ab188190, 1:20) in PBS/1% BSA and gold labelled secondary antibody (Boster; GA1013, 1:20) in PBS/1% BSA incubation for 1h. The grids were then stained with 2% uranyl acetate, and images were captured as described above.

### Dynamic light scattering

Concentrated EVs were resuspended in 100 μl PBS, and 50 μl of EVs was diluted in 950 μl PBS for determination of size distribution using the dynamic light scattering (Zetasizer Nano-ZS system). Three independent measurements were performed for each sample.

### Nanoparticle tracking analysis

The concentration of testicular EVs was measured by the Nanosight LM14C (Malvern) instrument. The samples were diluted with filtered PBS to obtain the optimal measurement condition of 5–15×10^8^ particles/ml. Thirty second videos were recorded of each sample, and the concentration of testicular EVs was analyzed and calculated with nanosight software using the Stokes-Einstein equation.

### Western blot

Protein lysate from EVs or cells was obtained by incubating with RIPA buffer with protease inhibitors. A total of 40 μg protein were electrophoresed under denaturing conditions on 12% polyacrylamide gels and transferred onto the PVDF membranes. After blocking with 5% non-fat milk for 1 h, the membranes were immunoblotted with primary antibodies to CD 81 (Santa Cruz; sc-166029, 1:1000), CD 63 (Santa Cruz; sc-365604, 1:1000), β-tubulin (Cell Signaling; 2146, 1:2000), Calnexin (Immnoway; YT0613, 1:1000), Golgin 97 (Santa Cruz; sc-59820, 1:1000), and BSG (Abcam; ab188190, 1:1000) overnight at 4 °C, followed by the relevant HRP-conjugated secondary antibodies incubation for 1 h at room temperature. Bands were visualized by Prime ECL.

### Cell line

The cell lines used in this study were C18-4 mouse undifferentiated spermatogonia cell line, GC1-spg mouse spermatogonia cell line, and TM4 mouse Sertoli cell line. C18-4 cells were maintained in DMEM medium supplemented with 10% FBS, 1mM sodium pyruvate, 1% l-glutamine, and 1 x nonessential amino acids at 35 °C with 5% CO_2_. GC1-spg cells and TM4 cells were cultured in DMEM or DMEM/F12 medium respectively containing 10% FBS at 37 °C with 5% CO_2_. C18-4, GC1-spg, and TM4 cells were seeded on five 15-mm dishes containing 20 ml of cell medium with exosome-depleted FBS (Thermo Fisher, A2720803), and cell medium was collected for EV isolation when cells were grown to 95% confluency.

### Uptake of EVs

Concentrated EVs were labeled with PKH67 Green Fluorescent Cell Linker Mini Kit (Sigma-Aldrich, MINI67-1KT) according to the manufacturer’s instructions. EV concentrations were determined by protein assay. To study the EV uptake in testicular cells or somatic cells in vitro, indicated amount of labeled EVs or vehicle controls were incubated with C18-4, TM4, and GC1-spg cell line when cells reached 60–70% of confluency in 24-well plates for indicated time-points. The uptake of EVs in cells or spermatozoa was analyzed by immunofluorescence staining or flow cytometry.

To study the EV uptake in the mouse testis, mice were fully anesthetized with 100mg/kg ketamine and 10 mg/kg xylazine mix and labeled EVs or vehicle controls (PKH67 dye) were injected to the seminiferous tubules via efferent duct or interstitium of the mouse testes [45–47]. After 24 h, mice were sacrificed and the testes were collected. Snap-frozen testicular sections (5 μm) were fixed with 4% paraformaldehyde for 15 min, and slides were mounted in an antifade mounting medium with DAPI.

For the study of EV uptakes in primary testicular haploid germ cells, the haploid germ cells close to the lumen of the seminiferous tubules were isolated by manual pipetting of the seminiferous tubules followed by a Percoll gradient purification. Briefly, the seminiferous tubules were spread and rocked (~80 rpm) in 1 x HBSS at a volume of 1 ml per 20 mg tissue at room temperature for 1 h. The cells were dispersed by pipetting 20 times once every 30 min. Then, the cell suspension was filtered through a 40-μm cell strainer and pelleted by spinning at 500 x *g* for 5 min. The primary germ cells were purified by 22.5–45% (w/v 1 x HBSS) Percoll gradients. The 22.5% percoll gradient layer was obtained, and 15 mL of 1 x PBS was added followed by centrifugation at 500 x *g* for 5 min to remove the residual Percoll solution. The primary germ cells enriched in haploid population cell pellets were counted, and 1 x 10^6^ cells were used for tEV treatment. Staging of the haploid germ cells was performed by PNA staining after the tEV uptake (see below).

### Thy1+ isolation with MACS

1x10^7^ cells from one-step and two-step double-enzyme digest methods were resuspended in 200ul 2% FBS DMEM and incubated with 20ul of Biotinylated Thy1.2 CD90.2 primary antibody (BD IMag™, 551518) on ice for 15 min on a slow-rocking platform. Cells were washed with PBS and resuspended with 500ul 2% FBS DMEM before loaded into the pre-calibrated MS column (Miltenyi Biotec, 130-042-201) to allow Thy1^-^ cells to flow through by gravity. Columns were washed twice with 500ul 2% FBS DMEM, and finally, Thy1+ cells were eluted with 1ml 2% FBS DMEM.

### Flow cytometry

Cells collected from one-step and two-step double-enzyme digest methods were washed once with PBS and permeabilized overnight with 70% ethanol at −20°C. Samples were stained with 40ug/ml PI in PBS and 100ug/ml Rnase A and incubated at 37°C for 30 min in dark. PI-stained cells were analyzed with BD LSR Cell Analyzer, counting 10,000–20,000 events per sample.

Flow cytometry was used to determine the percentage of EV uptake in cell lines. After the incubation period with labeled EVs or vehicle control, cells were washed with PBS once and trypsinized, pelleted by centrifugation at 1000 rpm for 5 min, and resuspended in 300 μl of cell medium. Fluorescence-positive cells were analyzed BD LSR Fortessa Cell Analyzer, counting 50,000 cells for each sample.

### Immunofluorescence staining

Cell lines or primary testicular germ cells were fixed in 4% paraformaldehyde for 15 min, permeabilized with 0.1% Triton X-100 for 10 min followed by incubation with Alexa Fluor 568 Phalloidin (dilution 1:200) for 20 min or Lectin PNA (Invitrogen; L32458, 1 μg/ml) for 1 h. Cells were counterstained with Hoechst 33342 (1:2000) or DAPI for 10 min. The fluorescence images were captured with Leica TCS SP8 confocal microscope, and Z-stack images were analyzed with Imaris Cell Imaging Software.

### Alkali/detergent and nuclease treatment of testis EV

Prior to RNA extraction, EV/sperm samples were treated with or without 1% Triton X-100 (Boehringer Mannheim, 1332481) and incubated at room temperature for 30 min to disrupt the membrane. The samples were then treated with 0.05ug/ul Proteinase K (Qiagen, 1014023) at 37°C for 10 min, inactivated with 5-mM PMSF (Sigma-Aldrich, P7627) at room temperature for 10 min and then treated with 0.5ug/ul Rnase A (Thermo Scientific™, EN0531) at 37°C for 20 min. Alkaline hydrolysis was performed as described [48]. Briefly, the samples were first incubated at 65°C for 1 h in 0.1M Tris (pH 8.0) and 1M NaOH, then neutralized with 1M HCl at a ratio of 2.33:1:1.

### RNA extraction, reverse transcription and real-time PCR

The total RNA was extracted using the miRNeasy Mini Kit (Qiagen, 217004) with RNase-Free DNase Set (Qiagen, 79254) according to the manufacturer’s instructions. A 10pg of mirVana miRNA mimic miR-199a-5p (ThermoFisher, Assay ID MC10893 and 002304) was added to 0.1–0.5ug of the total RNA as a spike-in control for RT-qPCR normalization. Reverse transcription was performed using PrimeScript™ RT Master Mix (TaKaRa, RR036A) for novel miRNA and TaqMan™ MicroRNA Reverse Transcription Kit (Applied Biosystems, 4366597) for the candidate miRNAs let-7b-5p (ThermoFisher, Assay ID 000378) and miR-34a-5p (ThermoFisher, Assay ID 000426). One microliter of cDNA was used for a real-time PCR using TaqMan™ Universal PCR Master Mix (Applied Biosystems, 4364340) on the ABI QuantStudio 7 Flex Real-Time RCR system. Primers and probes used are listed in the Additional file 5: Table S4. Results were calculated with 2(−ΔΔCt).

### Small RNA sequencing

EV RNA after treatment with RNase A and proteinase K was extracted as described above and used for small RNA-Seq which was performed by BGI (Shenzhen, China). Small-RNA libraries were prepared, and the PCR products were sequenced using BGISEQ-500 technology. After elimination of low-quality reads, clean reads were mapped to reference genome and to other sRNA databases using Bowtie2 and cmsearch [49, 50]. Classification of sRNA follow the priority rule: MiRbase> pirnabank> snoRNA(human/plant)> Rfam> other sRNA to ensure unique map of each entry. Novel miRNAs and piRNAs were predicted using miRDeep2 and Piano, respectively [51, 52].

### LC-MS/MS

Testicular EV proteins were extracted with RIPA buffer, and LC-MS/MS proteomics analyses were performed by Winninnovate Bio (Shenzhen, China). Gene ontology (GO) enrichment and KEGG pathway enrichment were analyzed. To map, the cell types that express the identified proteins, we analysed the expression of genes encoding the identified proteins by taking the average expression level of these genes in different cell clusters from single cell RNA sequencing analysis of adult mouse testes [31].

### GW4869 Treatment

To study the effect of exosome generation inhibitor GW4869 (Sigma-Aldrich, D1692) on spermatogenesis in mouse, GW4869 dissolved in DMSO (20 μM, 20μl/testis) or vehicle (DMSO) were injected into the mice seminiferous tubules or interstitium of testes as described above. Treatments were conducted once or every other day for three times. After the indicated treatment time, mice were sacrificed and testes were fixed in 4% paraformaldehyde, dehydrated, and embedded in paraffin. The TUNEL assay was performed on the testis sections (5 μm) with ApopTag plus peroxidase in situ apoptosis detection kit (Millipore, S7101). The total number of seminiferous tubules and the number of tubules with TUNEL-positive cells were counted in at least 10 random fields of the testis sections. The percentage of tubules with positive TUNEL cells were then calculated.

### Statistical analysis

Statistical analysis was carried out using GraphPad Prism version 8.02. Student’s *t* test was used to compare group means. Ordinary one-way analysis of variance (ANOVA) with Dunnett’s post hoc test was used for analysis involving three or more groups of samples. A *P* value of <0.05 was considered significant.

## Supplementary Information

**Additional file 1: Figure S1.** Comparison of one-step and double-enzyme digestion methods for mouse testis dissociation. **Figure S2.** Isolation and characterization of extracellular vesicles in mouse testis and testicular cell lines. **Figure S3.** Time and dose-dependent uptake of testicular extracellular vesicles by testicular cell lines. **Figure S4.** Uptake of extracellular vesicles secreted from 293FT cells by C18-4 cells. **Figure S5.** Uptake of testicular EVs in testicular cells of interstitial and seminiferous tubules compartments. **Figure S6.** Phenotypes of male mice with knockout of genes encoding the proteins identified in testicular EVs. **Figure S7.** Characterization of the small RNA cargoes of testicular EVs.

**Additional file 2: Table S1.** List of proteins identified in testicular EVs.

**Additional file 3: Table S2.** Expression profiles of genes encoding for the proteins identified in testicular EVs.

**Additional file 4: Table S3.** List of small RNAs identified in testicular EVs.

**Additional file 5: Table S4.** Oligo information.

**Additional file 6: Table S5.** Individual data values. Individual data values available of experiments performed where n<6.

**Additional file 7: Figure S8.** Uncropped blots.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files and publicly available repositories: Proteomic data is available on the PRIDE database (https://www.ebi.ac.uk/pride/; Project accession: PXD021766). Small RNA sequencing data is available on the GEO database (https://www.ncbi.nlm.nih.gov/geo/; Accession number: GSE158402). Individual data values for experiment with *n*<6 are provided in Additional file 6: Table S5. Original uncropped blots are available in Additional file 7: Fig S8).

## Abbreviations

BSA: Bovine serum albumin
BSG: Basigin
DAPI: 4',6-Diamidino-2-phenylindole
DMEM: Dulbecco’s modified Eagle medium
DMSO: Dimethyl sulfoxide
DNase: Deoxyribonuclease
ECL: Enhanced chemiluminescence
ES: Ectoplasmic specialization
EVs: Extracellular vesicles
FBS: Fetal bovine serum
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
LASEC: Laboratory animal service center
LS-MS/MS: Liquid chromatography-mass spectrometry
miRNA: MicroRNA
MVs: Microvesicles
PI: Propidium iodide
piRNA: Piwi-interacting RNA
PMSF: Phenylmethylsulfonyl fluoride
PNA: Peanut agglutinin
RNase: Ribonuclease
rRNA: Ribosomal RNA
sncRNA: Small non-coding RNA
snoRNA: Small nucleolar RNA
tmRNA: Transfer-messenger RNA
tRFs: tRNA fragments
tRNA: Transfer RNA
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick-end labeling

# Supplementary material for: The repertoire of testicular extracellular vesicle cargoes and their involvement in inter-compartmental communication associated with spermatogenesis
**Source:** BMC Biol. 2022 Mar 29;20:78. doi: 10.1186/s12915-022-01268-5
**Supplement:** Supplementary file 7 — Additional file 7: Figure S8. Uncropped blots.

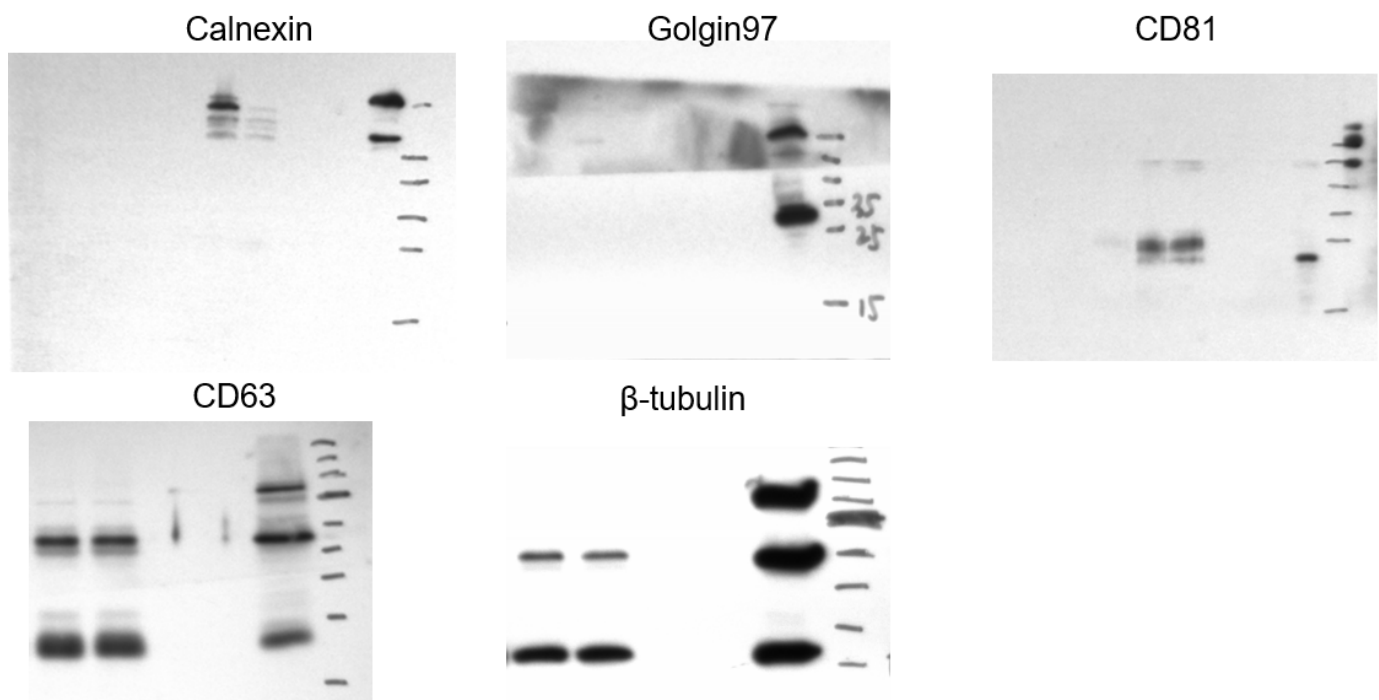

Fig 1| Characterization of testicular extracellular vesicles and their involvement in cell communication in the testicular microenvironment

BSG

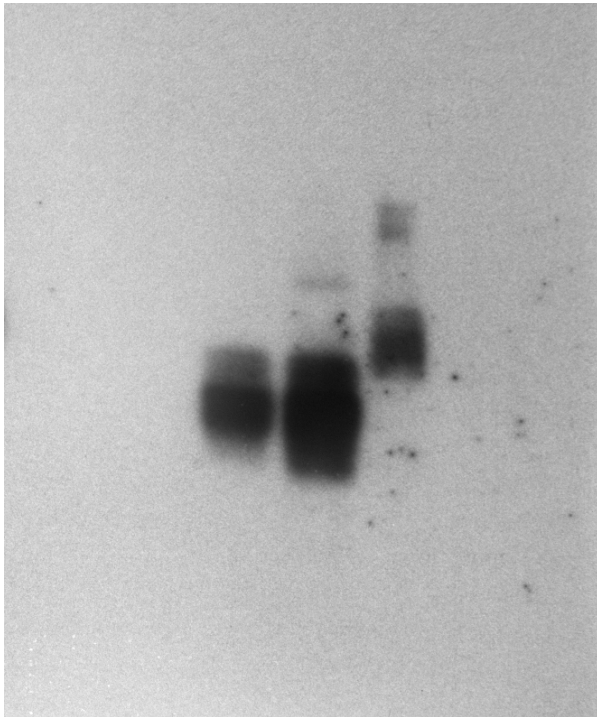

Fig. 2| Protein signature of testicular extracellular vesicles.

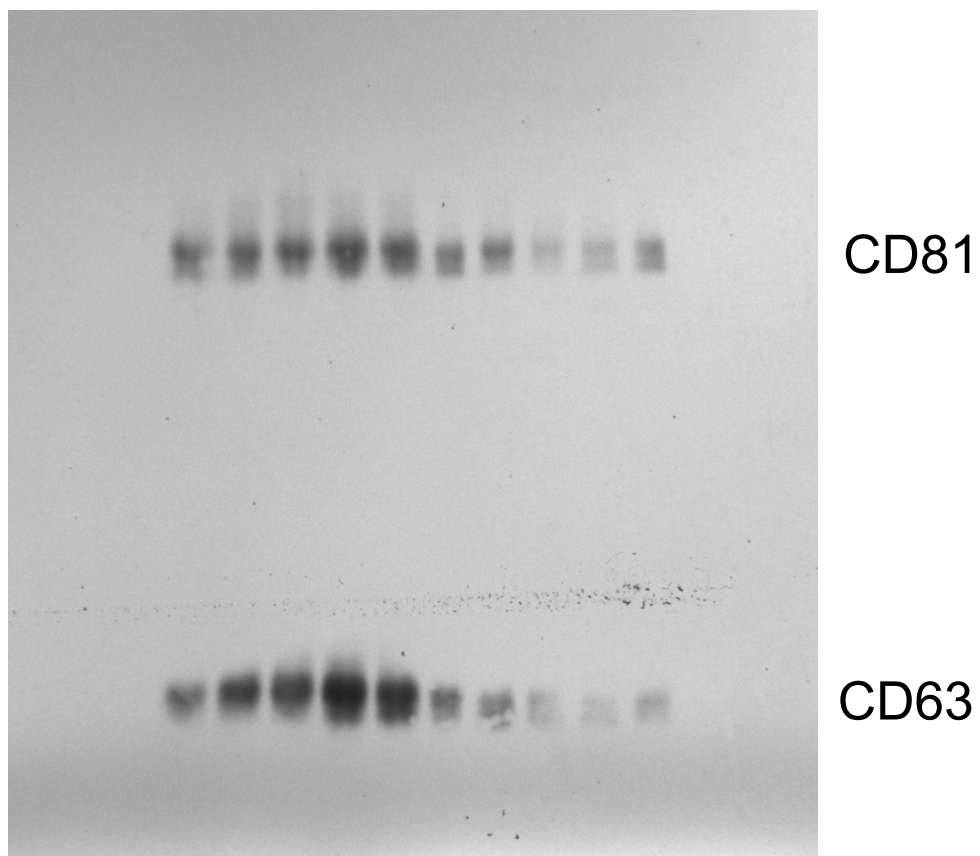

Fig 4| Inhibition of testicular extracellular vesicles elevated testicular germ cell apoptosis in mice

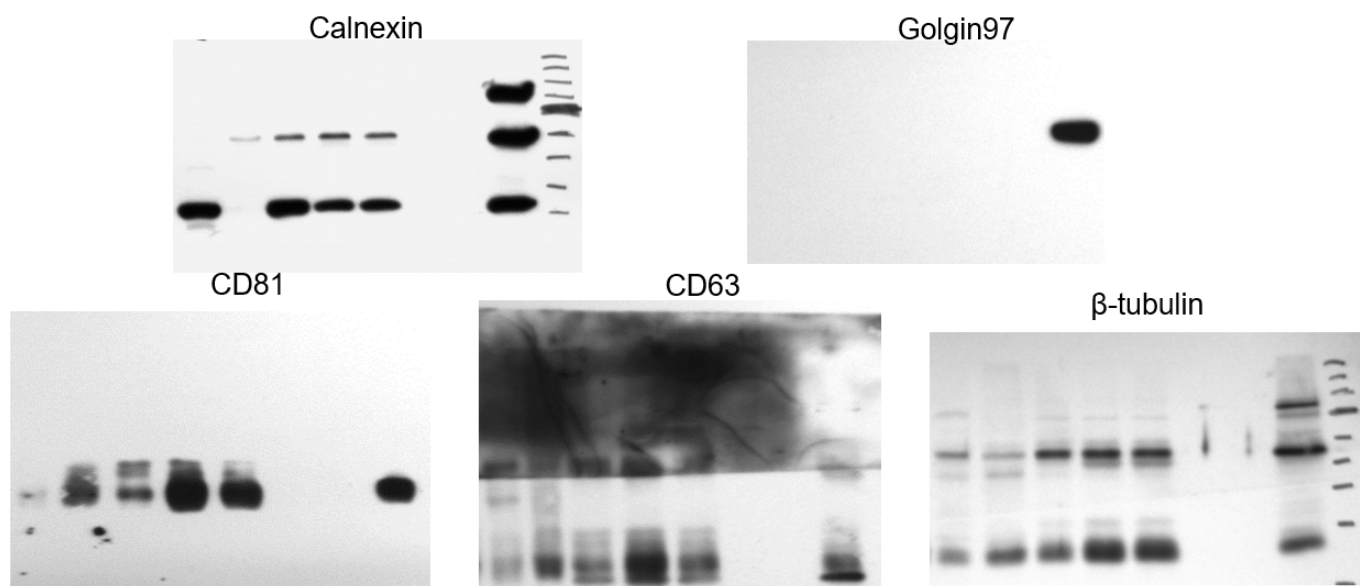

Suppl Fig S2| Isolation and characterization of extracellular vesicles in mouse testes and testicular cell lines

How the deposited data were processed for this re-analysis (not part of the article)

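Small RNA of mouse testicular EVs, treated with proteinase K and RNase A, was measured in 2 libraries of 1 condition from mice aged 8 weeks. The authors sequenced the libraries on the BGISEQ-500 platform. The paper's methods and the submitters' processing notes name Bowtie2, and the methods also name cmsearch, miRDeep2 and Piano. Their versions and the genome build are not given in the sources used here.

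The authors deposited, for each library, a whole-number count and a TPM value per entry. Each deposited count is the number of tags given to that entry, with no normalization. The deposited TPM values are tags per 1000000 of a larger total of tags, with no correction for length, so their unit is RPM. This total was estimated here from the median ratio of count to TPM value, as about 23442766 tags in library 1 and 26168757 in library 2. Every one of the 27065 entries has at least 1 count in both libraries, so entries seen in a single library were not analysed here. The first 1999 rows of Table S3 were read, and all 1999 have the counts of the deposited tables.

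From the counts, CPM were computed per library over the sum of the listed counts, unannotated loci included. Shares are counts of a class over the listed counts, or over its parent class, with exact Clopper-Pearson 95% intervals per library (SciPy 1.17.1). Depth gives narrow intervals for large classes, and they cover counting error only, since PCR copies are not independent molecules. The spread between the libraries was measured by a chi-square over entries with a mean count of at least 10, and by the common dispersion of edgeR 4.0.16 in R 4.3.3 with both libraries as 1 group. In data simulated for the 23876 entries of this step, dispersions of 0.05 and 0.2 were recovered as 0.0491 and 0.200, and 100.0% of 200 entries changed by 4-fold were over 2-fold apart. The dispersion of the libraries themselves was 0.251, above both simulated values. These checks test the calculation and do not show what change could be found at that spread. No test between conditions was made. Tables were handled with pandas 2.3.3 and NumPy 2.4.6, and figures drawn with matplotlib 3.10.9.

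Entries were named by a rule set before the data were examined, although the first 1999 rows of Table S3 had been seen. It took the RNAs that the paper names, the 10 known miRNAs, 5 predicted miRNAs, 5 known piRNAs, 5 predicted piRNAs and 5 predicted piRNA loci of highest mean CPM, rRNA, tRNA, snRNA, snoRNA and other Rfam entries of at least 100 CPM, members of 13 groups of miRNA, and the 5 entries furthest apart between the libraries with a mean count of at least 1000. The text names up to 4 members per group, in order of mean CPM. It adds let-7k and both arms of miR-34c for their difference between the libraries, and miR-465a-5p for missing the count minimum. Outside the rule, and after the data were seen, the text also names U1, U2, Ms_IGR-2, rydB RNA, MIR398, MIR168 and mir-276. The archaeal and Microsporidia rRNA entries, novel_mir1335, novel_mir716 and novel_mir247 are outside the rule too. The 5 furthest apart were let-7k, mmu_piR_009333 with 14 and 4167 counts, mmu_piR_023644 with 3414 and 42, mmu_piR_035859 with 2968 and 174, and mmu_piR_015997 with 204 and 3421 in libraries 1 and 2. Positions of predicted entries were compared with GENCODE M21.

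Alternatives set before the data were examined were pooled counts, the deposited TPM values, a count minimum, TMM and DESeq2 1.42.0 size factors, other denominators and class definitions, Mir1 left out or counted as rRNA, and each library left out. Proteome, RT-qPCR and uptake experiments were not analysed here.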

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

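The tests of the plant and invertebrate families were chosen after their counts were seen. The values here are of RNA groups that the text of the paper does not discuss, and no control library was analysed.

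Testis-expressed miRNAs of the X-linked cluster had 5126 CPM (mean of 2 libraries). The miR-17-92 cluster and its paralogs, linked to proliferation, had 211 CPM in sum, led by miR-25-3p of a paralogous cluster at 104 CPM, and miRNAs of spermatogonial maintenance 500.4 CPM, nearly all of it miR-21a-5p at 475 CPM. Listed as the Sertoli and gonadal somatic miRNA, miR-202 had 393 CPM. The cell types are names of the lists, and the cells of origin were not tested. Pluripotency miRNAs had 5.53 CPM.

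Groups listed for other cell types were also present. Red blood cell miRNAs had 517 CPM, led by miR-451a at 493 ± 192 CPM (SD, n = 2), and smooth muscle and endothelial miRNAs had 572 CPM, led by miR-143-3p at 428 ± 107 CPM. Leukocyte and macrophage miRNAs had 91.0 CPM, led by miR-150-5p at 70.1 ± 27.2 CPM. The miR-200 family of epithelia had 73.4 CPM, liver and neuronal miRNAs 42.5 CPM and striated muscle miRNAs 12.2 CPM. Y RNA had 701 CPM with an SD of 537. The entry let-7k had a mean of 375 CPM, from 749 CPM in library 1 and 0.0403 CPM in library 2.

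Rfam families known from plants had 317 CPM in library 1 and 91.5 CPM in library 2 (mean 204), and families known from invertebrates 269 and 56.3 CPM (mean 163). Of these 26 families, 21 had a higher CPM in library 1, as did 56 of 64 other miRNA precursor families, and the 26 include MIR398 with 1914 and 718 counts, MIR168 with 1767 and 373, and mir-276 with 1650 and 334 in libraries 1 and 2. The median log2 ratio of the 26, library 2 over library 1, was -1.61. This was below all 10000 random lists of other miRNA precursor families of like level (percentile 0.0, lowest list -1.42). Mouse miRNA tags matched to the wrong family need not spread between the libraries as those families did, so this value does not exclude them. The 6 bacterial rRNA and tmRNA entries had a median of -0.63, between the 1st and 99th percentile of the medians of all sets of 6 of the 26 families (-2.66 to 0.29), so a source shared with them cannot be told apart from another by this value. Reads from other organisms, carried into library 1 more than library 2, are a candidate explanation that stays open, and no biological explanation was tested.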

How the results depend on the processing

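No paired analysis was possible because there is 1 condition with 2 libraries and no test between groups. The last alternatives named here were chosen after seeing the data. Of 196 values under alternatives other than leaving out a library, 169 moved by less than the SD of the 2 libraries. For counts of entries the limit was 1.5 times. The values under pooled counts, the deposited TPM values, TMM and DESeq2 scaling are among the 169. Shares under pooled counts or deposited TPM values stay near the mean of the 2 libraries by construction. TMM and DESeq2 factors move the libraries in opposite directions, so a mean changes little and these alternatives test little. Leaving out a library shifts a mean of 2 by less than their SD by construction, so it tests nothing; the miRNA share ran from 3.44% to 5.15% and the level of Mir1 from 8582 to 14273 CPM. With annotated small RNA as the denominator, shares rose to 65.6% for piRNA (known 56.4%, predicted 9.11%), 16.4% for miRNA (mature 5.60%, hairpin 4.67%, precursor 0.689%, predicted 5.40%), 13.5% for rRNA, 2.06% for tRNA, 1.98% for Rfam sncRNA, 0.404% for snoRNA and 0.0956% for snRNA, which follows from the smaller denominator. With Mir1 left out, unannotated loci held 74.7%, annotated small RNA 25.3% and predicted miRNA 0.280%. With Mir1 counted as rRNA, the rRNA share was 4.69% and the bacterial share of rRNA 8.26%. The general tmRNA entry alone gave 60.8% of Rfam sncRNA and 0.311% of all counts. At a minimum of 100 counts, 48 predicted miRNAs and 658 predicted piRNAs were left, and at a mean count of at least 100, 1306 entries (20.1%) were over 2-fold apart. Per 1000000 known miRNA counts, Mir1 had 392135, let-7b 52361 and miR-34a 65239. The alternatives chosen after seeing the data gave a miRNA share of 4.26% without plant and invertebrate families, 7388 CPM for the let-7 family without let-7k, and 119 predicted miRNAs without those near a predicted piRNA locus. Entries of few counts are the ones that depth limits.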

Other observations

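All tests in this part were chosen after the results they bear on were seen.

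Predicted miRNAs lay near predicted piRNA loci more often than shifted positions did. Of 168, 49 (29.2%) were within 10 kb of such a locus on the same strand, against a median of 1 and at most 6 over 100 sets of positions shifted along the chromosomes. Both predicted sets are called from sequenced tags, and shifted positions need not hold any, so an excess over them follows in part from the method. Of these 49, 13 were on chromosome 17, most of them close together, so the 49 are not independent of each other. They held 1343 CPM in library 1 and 822 CPM in library 2. A candidate explanation is that these entries are tags of piRNA-producing loci, which the count of 49 leaves open; tag lengths and ends, which would tell miRNA from piRNA, were not analysed here, and no biological explanation was tested.

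The count of Mir1 was 5.39 times that of the eukaryotic large subunit rRNA entry in library 1 and 3.55 times in library 2. Log2 ratios of library 2 over library 1 were compared to ask whether Mir1 counts are fragments of eukaryotic rRNA. The ratio of Mir1 was -0.73, within 0.1 of the range of the 3 eukaryotic rRNA entries. That range runs from -0.68 for the small subunit to -0.13 for the large subunit, so only the small subunit lies near Mir1. The Mir1 ratio was also between the 5th and 95th percentile of 88 known miRNA entries (-1.89 to 0.15). The rRNA range lies wholly inside that of the miRNA entries, so no ratio could have favoured rRNA over miRNA. Thus rRNA and miRNA cannot be told apart by this value. No rRNA sequence was compared with Mir1 here, which keeps the question open. From general knowledge that was not checked against a reference here, the 3' end of the precursor resembles the 3' end of mammalian 28S rRNA, so whether the Mir1 counts, and that part of the miRNA share, are of a miRNA stays open.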
